A study of Rattus norvegicus with 4 samples. Its data were reported in "Identification of Competing Endogenous RNA and Micro-RNA Profiles and Regulatory Networks in 4-Nonylphenol-induced Impairment of Sertoli Cells" (2021).

How the data were processed

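Total RNA of rat primary Sertoli cells was sequenced after removal of ribosomal RNA, in 2 control and 2 4-NP-treated libraries. The groups and replicate numbers were taken from the sample titles. The columns of the deposited tables named NP were matched to the titles of the treated samples, since the tables hold only this name and control.

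Quality control with FastQC was stated by the study, the submitters' processing notes name HISAT2 and DESeq2, and the study names edgeR for the differential test. Versions, the genome build, the assembler and the circRNA caller are not given in the sources used here. For mRNAs and lncRNAs the authors deposited FPKM per transcript. The authors also deposited the ratio of mean FPKM of treated over control libraries, its log2 value, a p-value and a q-value. For circRNAs the authors deposited read counts, spliced reads scaled to mapped reads (SRPBM), a log2 ratio, a p-value and a q-value. Dividing counts by the scaled values gave the mapped reads per library. FPKM times length did not fall on whole multiples, so reads per gene were not recovered. An edgeR test had been planned for counts, with limma for FPKM, so limma was used on mRNAs.

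The mRNA table held 17290 rows, of which 1544 repeated an earlier row exactly. These were dropped, as was a second, rounded entry of 1 gene, and 15745 transcripts with 13114 gene names remained. Of these names, 8 occurred on more than 1 chromosome. FPKM was summed per gene name. Genes with near-identical copies can share reads and are uncertain. Coordinates are those of the deposited tables, whose build is not given in the sources used here. No coordinates were taken from another annotation.

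Genes with a mean of at least 1 FPKM over the 4 libraries were tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (trend, group only), and p-values were adjusted by the Benjamini-Hochberg method at 0.05. The log2 changes are on the log2(FPKM + 1) scale, which understates the change of low genes, while fold values are ratios of mean FPKM. All tests were two-sided. With 2 libraries against 2 an exact permutation test cannot give a p below 0.333, so none was used. On simulated values for these genes with 200 changed, over 20 random draws, the test recovered a median of 0% of changes of 1 on the log2 scale (0 to 24%), 69.3% of changes of 2 (64 to 78.5%) and 84% of changes of 4 (77.5 to 88%). Real data held many more changed genes, so these shares apply to sparse changes only.

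Gene lists were fixed before the data were examined. There were 24, of which 22 had at least 3 tested genes. They were tested with camera at a preset correlation of 0.01 with adjustment over the lists, and with an estimated correlation and fry beside it. None of the 12 calls held with an estimated correlation, a test with 2 residual degrees of freedom. Named genes were chosen by a rule set before the data were examined. They were the mRNAs the study selected, Gapdh (not analysed here), the 10 genes with the highest and the 10 with the lowest log2 change among those past the threshold with a mean of at least 5 FPKM, treated libraries on one side of both controls and no symbol of the LOC, RGD or AABR placeholder types, and the 4 members of each list with the smallest p. For lncRNAs and circRNAs they were the 5 highest and 5 lowest log2 ratios among those above the median FPKM or with a mean of at least 10 counts, and the circRNAs the study followed. How ties in infinite ratios were broken, by the authors' p, was settled after the data were seen. A selection of these is printed, and some, with the list of study-selected mRNAs, are not reported here.

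The lncRNA and circRNA tables hold only entries the authors marked as changed, so their direction, size and values per library are described and no main test was made. On the circRNA counts, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 were run as alternatives with the library totals above. In simulated circRNA counts, edgeR recovered 0% of 200 changes of 2 on the log2 scale among 881 circRNAs and 49% of changes of 4 among 880. The spread between replicates in these counts was assumed, not estimated from the data, and no selection by fold was applied. The shares may therefore differ from those for the real list. Ratios of summed circRNA counts have exact 95% binomial intervals, and a group at 0 was set to a floor of 3 reads. Reads without molecular identifiers are not independent molecules, so these cover counting error only. Other alternatives were the scaling, the filter, the pseudocount, the thresholds, transcripts in place of genes, the replicate number as a block and leaving out each library. Functional terms for gene ontology were not used here. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for the other steps.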

Results

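RNA of rat primary Sertoli cells, the somatic cells that nurse germ cells in the testis, was sequenced after 24 h with or without 4-nonylphenol (4-NP), an alkylphenol that binds estrogen receptors. There were 2 control and 2 treated libraries, and mRNAs, long noncoding RNAs (lncRNAs) and circular RNAs (circRNAs) were listed in separate tables. The ratio of circRNA counts to their scaled values gave 116 and 119 M mapped reads in the control libraries and 104 and 96.6 M in the treated libraries. Across 8012 genes the log2 values correlated at 0.94 between the controls, at 0.95 between the treated libraries and at 0.79 between control 1 and either treated library. Genes are not independent replicates, so these values only describe the libraries.

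The first comparison asked which mRNAs differed between 4-NP-treated and control cells. Most tested genes of the unfolded protein response, which copes with misfolded protein in the endoplasmic reticulum, rose in treated cells (adjusted p = 0.265 with an estimated correlation). Hspa5, the main chaperone of that compartment, went from 414 ± 2.72 to 7960.1 ± 93.6 FPKM (SD, n = 2), a 19.2-fold difference. Ddit3, a stress transcription factor, rose 17.2-fold, from 56.8 ± 0.354 to 975 ± 41.6 FPKM. Most tested markers of smooth muscle contraction and most tested matrix genes fell (adjusted p = 0.265 with an estimated correlation for each list). Tagln, an actin-binding protein of smooth muscle, went from 3935 ± 47.4 to 419 ± 9.78 FPKM, and Col3a1, a fibrillar collagen, from 2642 ± 52.2 to 142 ± 8.76 FPKM. Of 8012 genes tested, 1981 were higher and 1850 were lower in treated cells (limma, Benjamini-Hochberg adjusted p under 0.05). This balance depended on the setting, with 1806 higher and 2016 lower after scaling to equal totals. The authors' deposited table gives a q under 0.05 for 722 mRNA transcripts, 201 higher and 521 lower. Among the genes named here Hspa5 and Ddit3 had such a q, while Herpud1, Nqo1, Sod2, Icam1, Inha and Star did not. Leaving out treated replicate 1 gave 2500 changed genes and leaving out treated replicate 2 gave 2404, against 3831 with all libraries. With an unadjusted p under 0.05 and a change beyond 1 on the log2(FPKM + 1) scale, 2132 genes passed, 914 higher and 1218 lower. The labels do not say that the libraries came from separate cultures, so p-values measure only the spread between these samples.

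**Figure D1:**
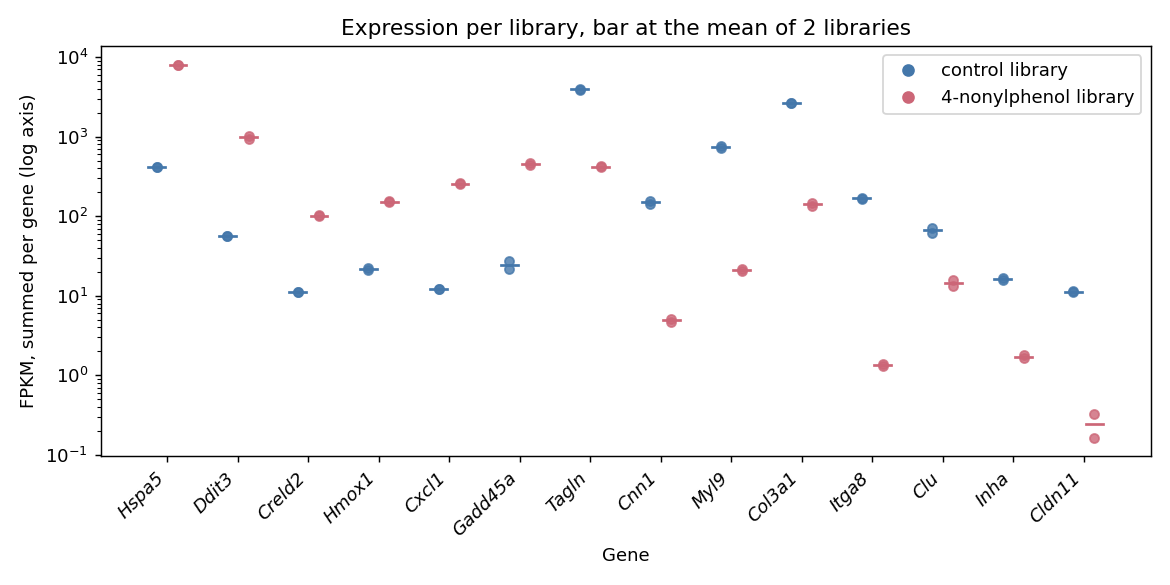
FPKM of 14 genes in each library on a log axis, with control libraries in blue, 4-NP libraries in red and a bar at the mean of 2 libraries. Hspa5 lies at 414 FPKM in controls and 7960.1 FPKM in treated cells, while Cldn11 lies at 11.2 and 0.248 FPKM.

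In the unfolded protein response list, 22 of 24 tested genes rose and 0 fell, with a median log2 change of 1.92 (camera, adjusted p = 4.32e-11, adjusted p = 0.265 with an estimated correlation). Adjusted over the list alone, 23 rose. Creld2, a chaperone-like protein of the endoplasmic reticulum, rose by 3.07 ± 0.06 on the log2 scale (SE, limma, adjusted p = 0.000587). Herpud1, which takes part in the removal of misfolded protein, rose 4.24-fold. Atf6, a membrane-bound sensor of misfolded protein, rose 5.67-fold, from 14.6 ± 0.629 to 82.9 ± 0.152 FPKM. The deposited coordinates place its transcript on chromosome 13 from 89055983 to 89242443 with 16 exons, and that of Hspa5 on chromosome 3 from 13838304 to 13842762 with 9 exons. Smooth muscle markers moved the other way in the same libraries, with a median log2 change of -3.84.

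Genes of the antioxidant (NRF2) response list were also higher, with 14 of 19 tested members up and 2 down (camera, adjusted p = 0.00156, adjusted p = 0.335 with an estimated correlation). Whether NRF2 controlled these genes here was not tested. Adjusted over the list alone, 14 were up and 2 were down. Hmox1, which degrades heme, rose 7.04-fold to 153 ± 2.40 FPKM (SD, n = 2). Nqo1, a quinone reductase, rose 3.40-fold and Sod2, the mitochondrial superoxide dismutase, 3.36-fold. Gpx1, a glutathione peroxidase, fell from 222 ± 10.5 to 58.3 ± 1.87 FPKM. Of the inflammatory and NF-kB targets, 8 of 13 tested genes rose and 1 fell (camera, adjusted p = 0.00596, adjusted p = 0.309 with an estimated correlation), and adjusted over the list alone 9 rose and 1 fell. Cxcl1, a chemokine, rose 20.9-fold and Il6, a cytokine, 29.8-fold, the latter from 1.21 ± 0.467 to 36.1 ± 2.46 FPKM. Nfkbia, an inhibitor of NF-kB, rose 3.96-fold and Icam1, an adhesion molecule, 3.06-fold. The macrophage marker Cd14 fell by 2.09 and Lyz2 by 1.33 on the log2 scale in the same libraries (Lyz2 did not pass without either treated library), and the smooth muscle markers had a median log2 change of -3.84.

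Extracellular matrix and focal adhesion genes were lower. In this list 17 of 24 tested members fell and 1 rose (camera, adjusted p = 8.80e-07, adjusted p = 0.265 with an estimated correlation), and adjusted over the list alone 18 fell and 1 rose. Itga8, an integrin subunit, went from 167 ± 4.49 to 1.35 ± 0.0798 FPKM (SD, n = 2). Thbs2, a matrix glycoprotein, went from 77.8 ± 5.74 to 1.53 ± 0.299 FPKM, and Col4a1, a basement membrane collagen, from 394 ± 9.91 to 96.9 ± 2.53 FPKM. In the same libraries 8 of 9 tested markers of peritubular myoid cells, the smooth muscle-like cells around the tubules, fell and 1 did not pass (camera, adjusted p = 9.49e-07, adjusted p = 0.265 with an estimated correlation). Adjusted over the list alone, 9 fell. Myl9, a myosin light chain, went from 739 ± 32.6 to 21.3 ± 0.766 FPKM, Cnn1, an actin-binding protein, from 150 ± 10.2 to 4.93 ± 0.338 FPKM, and Tpm2, a tropomyosin, from 1536 ± 24.9 to 107 ± 3.50 FPKM.

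Genes listed for Sertoli cells were mostly lower. Sox9, Gata4 and Fshr of this list, named after their values were seen, stayed under 1 FPKM even in controls. The cells behind the fall are therefore not known. Of 13 tested genes for Sertoli identity and products, 10 fell and 1 rose, with the same counts adjusted over the list alone (camera, adjusted p = 0.000971, adjusted p = 0.268 with an estimated correlation). Inha, the inhibin alpha subunit, went from 16.3 ± 0.879 to 1.72 ± 0.0900 FPKM, and Clu, a secreted chaperone, from 66.1 ± 6.10 to 14.6 ± 1.90 FPKM (SD, n = 2). Ctsl, a cysteine protease, rose from 419 ± 2.82 to 967 ± 22.0 FPKM. Of 14 tested junction and blood-testis barrier genes, 8 fell and 2 rose, and adjusted over the list alone 9 fell and 2 rose (camera, adjusted p = 0.00596, adjusted p = 0.416 with an estimated correlation). Cldn11, the claudin of Sertoli tight junctions, went from 11.2 ± 0.294 to 0.248 ± 0.117 FPKM. Vcl, a linker of actin to adhesion sites, fell by 2.66 on the log2 scale, and Dsc2, a desmosomal cadherin, rose by 2.68. Jam2, a junctional adhesion molecule, was listed at 22.6 and 24.9 FPKM in the controls and at 0 in both treated libraries. Smooth muscle markers fell in the same libraries, with a median log2 change of -3.84, and the share of each cell type was not measured.

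Markers of germ cells were lower after treatment, while those of Leydig cells were mixed. All 4 tested germ cell markers fell, also when adjusted over the list alone (camera, adjusted p = 0.0109, adjusted p = 0.309 with an estimated correlation), among them Tex101 by 2.59, Dazl by 1.77, Kit by 1.61 and Id4 by 1.00 on the log2 scale. Id4 did not pass without either control library. The Leydig cell list did not pass (camera, adjusted p = 0.488), with 1 member up and 2 down in both adjustments. Star, which carries cholesterol into mitochondria, rose from 307 ± 3.53 to 801 ± 18.0 FPKM, whereas Akr1c14, a steroid reductase, fell from 83.6 ± 0.911 to 3.22 ± 0.684 FPKM (SD, n = 2). Hsd11b1, a glucocorticoid-activating enzyme, fell by 1.24 on the log2 scale. The endothelial markers Esam and Cdh5 fell by 1.93 and 1.55, and Cdh5 did not pass without treated replicate 2. The macrophage and endothelial lists had only 2 tested members each and were not tested as lists.

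Cell cycle genes were lower, with 19 of 22 tested members down and 1 up in both adjustments, over all genes and adjusted over the list alone (camera, adjusted p = 4.11e-06, adjusted p = 0.265 with an estimated correlation). Top2a, a topoisomerase of dividing cells, went from 25.7 ± 3.27 to 4.84 ± 0.124 FPKM, and Ccnb1, a mitotic cyclin, from 29.5 ± 2.56 to 6.26 ± 0.778 FPKM (SD, n = 2). Complement and coagulation genes fell in 10 of 15 tested cases and rose in 2, and adjusted over the list alone 13 fell and 2 rose (camera, adjusted p = 0.000195, adjusted p = 0.361 with an estimated correlation). C1s, a complement protease, fell by 3.80 and Thbd, thrombomodulin, by 3.25 on the log2 scale. Of 22 hypoxia and glycolysis genes, 12 fell and 2 rose in both adjustments, over all genes and adjusted over the list alone (camera, adjusted p = 0.00983, adjusted p = 0.488 with an estimated correlation). Ldha, lactate dehydrogenase A, went from 942 ± 18.2 to 185 ± 17.0 FPKM. In cholesterol synthesis 11 of 21 genes fell and 2 rose, with the same counts adjusted over the list alone (camera, adjusted p = 0.0138, adjusted p = 0.309 with an estimated correlation). Hmgcs1, an early enzyme of the pathway, went from 29.9 ± 1.40 to 3.20 ± 0.300 FPKM, while Insig1, a brake on the pathway, rose to 68.1 ± 0.710 FPKM. Smooth muscle markers moved with each of these groups, with a median log2 change of -3.84.

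The other lists did not pass. Of the p53 targets 6 rose and 2 fell, and adjusted over the list alone 6 rose and 3 fell (camera, adjusted p = 0.523). Gadd45a, a growth arrest gene that stress pathways also induce, rose 18.5-fold, from 24.3 ± 3.94 to 448 ± 18.3 FPKM (SD, n = 2). Apoptosis regulators were split, with 5 up and 5 down in both adjustments (adjusted p = 0.523 by camera). Birc3, an inhibitor of apoptosis, rose 6.86-fold and Bmf, a promoter of apoptosis, fell by 2.54 on the log2 scale. In the autophagy and lysosome list 8 rose and 4 fell, and adjusted over the list alone 9 rose and 4 fell (adjusted p = 0.205 by camera), with Sqstm1, a cargo receptor, up 5.98-fold. Xenobiotic genes were split 6 up and 6 down, and 6 and 7 adjusted over the list alone (adjusted p = 0.647 by camera), with Aldh1a1, a retinal dehydrogenase, down by 3.78 on the log2 scale. Heat shock genes rose in 5 cases and fell in 2 in both adjustments (adjusted p = 0.469 by camera), and Hspa4l, a chaperone, rose by 2.99. Oxidative phosphorylation genes were split 8 up and 8 down, and 9 and 8 adjusted over the list alone (adjusted p = 0.976 by camera). In the DNA and histone methylation list 3 fell and 0 rose in both adjustments (adjusted p = 0.488 by camera). These were Uhrf1, a partner of the maintenance methyltransferase, and Hdac1 and Hdac2, which are histone deacetylases. Among nuclear receptors 1 rose and 1 fell in both adjustments (adjusted p = 0.647 by camera), and these were Ppara and Thra, of which Ppara did not pass when any library was left out.

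**Figure D2:**
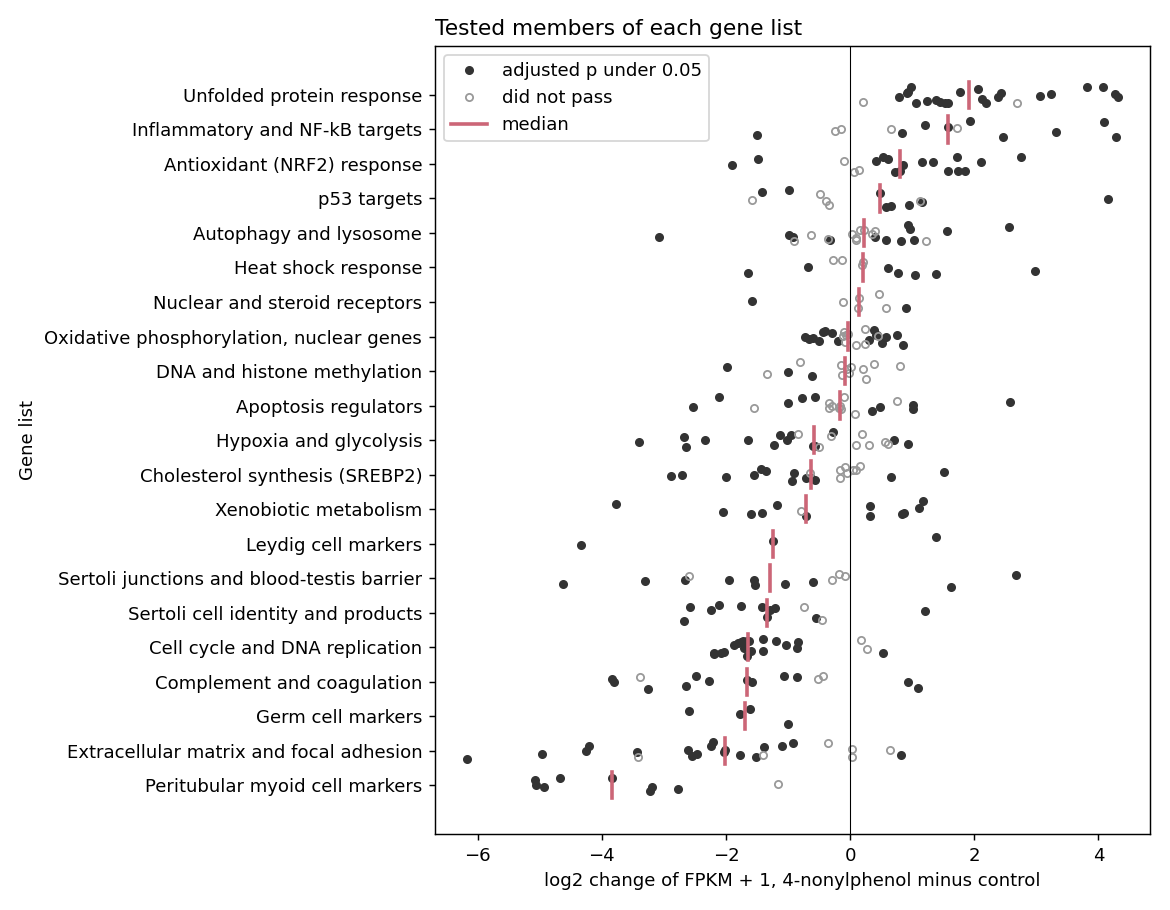
Log2 change of FPKM + 1 in treated against control cells for each tested member of the gene lists, with filled points for adjusted p under 0.05, open points for the others and a bar at the median. The unfolded protein response has the highest median at 1.92 and the peritubular myoid markers the lowest at -3.84.

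Atf6 and Crebbp, a transcriptional coactivator, were selected by the study from these samples, so they are not independent evidence. Atf6 passed the test, with a log2 change of 2.42 ± 0.07 (SE, limma, adjusted p = 0.000781). Crebbp was at 2.76 ± 0.171 FPKM in control and 2.53 ± 0.129 FPKM in treated cells (SD, n = 2), a log2 change of -0.09 ± 0.14 (SE, limma, adjusted p = 0.639). Crebbp did not pass the test. The study also measured Atf6 and Cbp by RT-qPCR and described the outcome as close to its sequencing data.

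The genes with the highest and lowest log2 changes included several outside these lists. Arf4, a small GTPase of vesicle traffic, rose from 125 ± 14.8 to 4050.8 ± 138 FPKM, Avil, an actin-binding protein, from 1.60 ± 0.360 to 64.6 ± 1.06 FPKM, and Arpc5l, of the Arp2/3 complex, from 0.654 ± 0.521 to 91.8 ± 1.31 FPKM (SD, n = 2). G0s2, an inhibitor of lipolysis, fell from 605 ± 23.0 to 2.97 ± 0.0302 FPKM, Eln, elastin, from 367 ± 2.65 to 3.94 ± 0.156 FPKM, and Nov, a matricellular protein, from 87.8 ± 5.29 to 0.737 ± 0.0657 FPKM. Rpl29, a ribosomal protein that all cells use, was listed at 0 in both controls and at 379 and 365 FPKM in the treated libraries. Such a 0 can be a failed estimate, and 60 of the tested genes were listed at 0 in both libraries of a group.

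The second comparison concerned lncRNAs. The authors' deposited table lists 265 lncRNAs, all marked as changed, with 74 higher and 191 lower in treated cells. It holds only selected lncRNAs, so no test was made across it. Of these, 187 lay between genes, 37 within introns, 20 antisense to exons and 21 overlapped exons or shared a splice junction. The authors' deposited table gives a q under 0.05 for 107 of them, of which 35 were higher and 72 lower. MSTRG.2531.1, antisense to exons and assigned to AC134224.2, spans 221153275 to 221155472 on chromosome 1, and was listed at 0.0301 and 0.0202 FPKM in the controls and at 30.4 and 19.1 FPKM in the treated libraries. MSTRG.8916.1, between genes on chromosome 15 from 30541406 to 30548132, was listed at 0 in both controls and at 12.8 and 7.22 FPKM in the treated libraries. MSTRG.24289.3, assigned to RF00278 on chromosome 8 from 96238273 to 96240023, was listed at 14.3 and 17.3 FPKM in the controls and at 0 in both treated libraries. MSTRG.1144.1, between genes on chromosome 1 from 95444160 to 95444692, was listed at 14.2 and 16.5 FPKM in the controls and at 0 in both treated libraries. It has 1 exon and no strand, and 145 of the 265 lncRNAs have 1 exon. MSTRG.1132.1, on the same chromosome and also 533 bases long, was at 12.7 and 14.7 FPKM in controls and at 0 in treated libraries. Whether these entries share reads was not tested, and a 0 can be a failed estimate here too.

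The third comparison concerned circRNAs, closed loops of RNA that are counted by reads over the back-splice junction. The authors' deposited table lists 884 circRNAs, 465 higher and 419 lower in treated cells. Read numbers were small, with a median of 9.5 reads over the 4 libraries, and 442 circRNAs had fewer than 10. The authors' deposited table gives an unadjusted p under 0.05 for 19 circRNAs, 17 of them higher and 2 lower, and every q was 1. An edgeR quasi-likelihood test on the listed counts called 1 circRNA, circRNA1756, which was named after its value was seen, and 120 had an unadjusted p under 0.05, while DESeq2 called 0. The circRNA3710 had 20 and 23 reads in the treated libraries and 0 in both controls. The lower limit of its exact 95% interval was 13.1-fold, and the ratio was 16.8-fold with a floor of 3 reads over the control group. For circRNA2375 there were 15 and 38 reads in treated and 0 and 4 in control libraries, a ratio of 15.5 with an exact 95% interval of 5.72 to 59.0. For circRNA127 there were 4 and 7 reads in treated and 26 and 24 in control libraries, a ratio of 0.258 with an exact interval of 0.121 to 0.501. These intervals cover counting error only. The circRNAs were picked by ratio from a selected list, so the intervals do not keep 95% coverage. The edgeR test gave an adjusted p of 0.268 for circRNA3710, circRNA2375 and circRNA127 alike. The study followed 3 of the listed circRNAs. The circRNA673 had 7 and 9 reads in controls and 0 and 2 in treated libraries, circRNA1789 had 8 and 5 against 1 and 1, and circRNA1377 had 3 and 0 against 6 and 3. In the authors' deposited table their p-values were 0.317, 0.378 and 0.596, so none passed that test. The study also measured them by RT-qPCR, described the outcome as close to its sequencing data, and sequenced their back-splice junctions. It followed circPTEN as well, for which no values are given here. Exact intervals for counting error alone were 0.0163 to 0.623 for circRNA673, 0.0197 to 0.796 for circRNA1789 and 0.877 to 20.2 for circRNA1377.

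**Figure D3:**
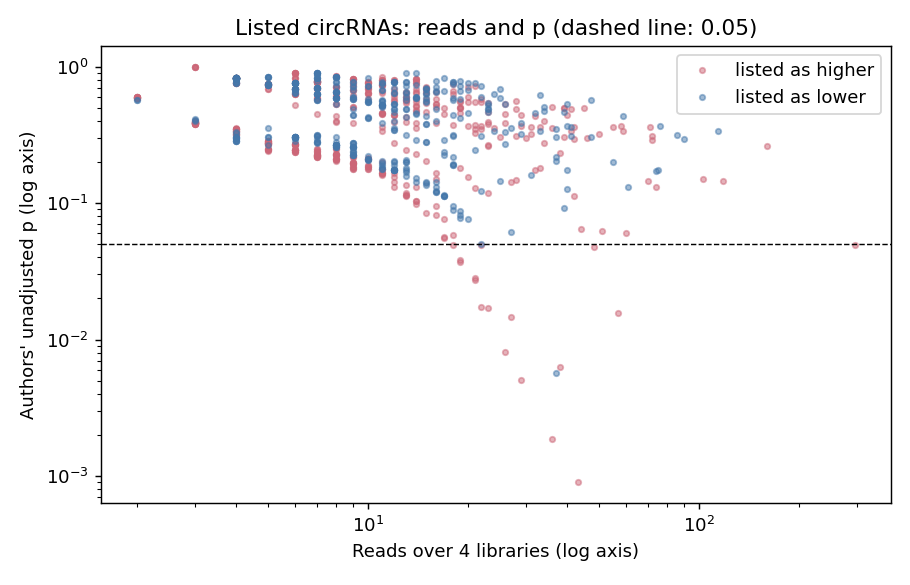
Unadjusted p in the authors' deposited table against the reads summed over 4 libraries for 884 listed circRNAs, both on log axes, with those listed as higher in red and as lower in blue. Only 19 lie under the dashed line at 0.05.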

Values the study reported

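The study exposed the sequenced cells to 0.5 mM 4-NP. With a fold change above 2 or below 0.5 and p below 0.05, it reported 465 circRNAs, 74 lncRNAs and 1,747 mRNAs as upregulated. It counted 419 circRNAs, 191 lncRNAs and 2,659 mRNAs as downregulated.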

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

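The edgeR tests on the listed circRNAs and the exclusion of genes listed at 0 were chosen after the data were seen. The 3831 changed mRNAs became 2132 with an unadjusted p under 0.05 and a log2 change beyond 1, and 2047 with an adjusted p and the same limit, since both add a limit on the size of the change. Leaving out 1 library gave 2404 to 2824 genes, with fewer samples in the fit, and the lone library is then assumed to vary like the other group. With the replicate block 3216 genes passed. Deviations of libraries with the same number correlated at -0.00766, which gives no sign that the numbers pair the samples. Quantile normalization, equal totals, other filters, a pseudocount of 0.1, transcripts and the exclusion of genes at 0 stayed within 1.5 times.

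Of 22 lists, 12 passed camera. With an estimated correlation 0 passed (camera, 21 with fry), and the cause was not tested beyond the 2 residual degrees of freedom. The estimated correlation was below the preset 0.01 in the unfolded protein response (-0.00697) and myoid (-0.123) lists. It was also below it in the Sertoli identity (-0.0605), cholesterol (-0.0209) and germ cell (-0.261) lists. That argues against a higher correlation as the cause in those lists. Other called lists lay above the preset, up to 0.222 for complement and coagulation. The other settings gave 12 to 14 lists. No list or named gene reversed. Of 104 named genes past the threshold, 8 lost the call in at least 1 setting, Acot2, Fbln2, Ppara, Ccng1, Hdac2, Id4, Lyz2 and Cdh5.

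Of the 265 listed lncRNAs, 55 had a mean of at least 5 FPKM, 107 had a q under 0.05, and leaving out 1 library kept 263 to 265 beyond 1 in the listed direction. Of the 884 listed circRNAs, 44 had a mean of at least 10 counts, 19 had p under 0.05 and 0 had q under 0.05 in the authors' deposited table. On the counts edgeR called 1, with a replicate block 9, at a mean of 10 counts 4, and DESeq2 called 0, the cause of which was not tested. Leaving out 1 library kept 677 to 712. Both the lncRNAs and the circRNAs had been selected on these same libraries, so the numbers kept without 1 library are not an independent check. In the simulated circRNA counts, with an assumed spread between replicates, edgeR recovered 0% of changes of 2 on the log2 scale and 49% of changes of 4. DESeq2 and size factors on mRNAs and lncRNAs, and scaling, no-filter and block settings on the selected lncRNAs, were not run, as these tables hold no counts or only selected entries.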

Other observations

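The pathway enrichment, the actin and myoid tests and the circRNA counting test were chosen after results were seen. Among 5189 tested genes with a pathway annotation in the deposited table, genes that rose were enriched in protein processing in the endoplasmic reticulum, with 98 of 208 genes against 49.6 expected (Fisher's exact test, adjusted p = 3.40e-11 over 552 tests). Aminoacyl-tRNA biosynthesis had 22 of 46 (exact test, adjusted p = 0.0115) and the proteasome 23 of 50 (exact test, adjusted p = 0.0136). Genes that fell were enriched in focal adhesion, with 75 of 175 (exact test, adjusted p = 5.18e-05), and in TGF-beta signaling, with 40 of 84 (exact test, adjusted p = 0.000545). Cell cycle (exact test, adjusted p = 0.378), glycolysis (0.276), tight junction (0.257) and steroid biosynthesis (0.574) did not pass among genes that fell, nor did NF-kappa B signaling (0.475) among genes that rose, although related gene lists did with camera (adjusted p from 0.265 to 0.488 with an estimated correlation). The p53 signaling pathway was enriched among genes that fell, with 31 of 77 (exact test, adjusted p = 0.0398), while more members of the p53 list rose than fell. Genes within a pathway are not independent, so these p-values are too small.

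Markers of most testicular cell types lay lower in treated cells, also below the filter, least so for Leydig markers. Both treated libraries lay below both controls for 21 of 22 Sertoli genes listed above 0 in any library, 10 of 10 myoid, 10 of 12 germ cell, 8 of 8 endothelial, 7 of 10 macrophage and 4 of 7 Leydig markers, with 1 Leydig marker, 1 macrophage marker and 1 Sertoli gene above both controls. Of all tested genes, which had a mean of at least 1 FPKM, 36.3% lay below both controls, against 16.7% in one direction with no effect. Many of these markers lay under that filter, where no such share was computed, so the sets compared are unlike. The median over all listed transcripts was 1.37 and 1.38 FPKM in controls and 0.993 and 0.992 FPKM in treated libraries. Without the filter 2017 genes were higher and 2384 lower, against 1981 and 1850 with it. The fall of low markers cannot be told apart from this wider fall. Sox9, Gata4 and Fshr, which were named after their values were seen, stayed under 1 FPKM in every library.

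Smooth muscle markers fell by a median of 3.84 on the log2 scale. The median stayed at -3.96 after quantile normalization, which argues against uneven scaling between libraries. The median change over all tested genes was 0.0508, so this normalization had little to change. All these values are relative, so a change in total RNA per cell was not tested. A candidate explanation is a wider fall of actin cytoskeleton genes, and 14 of 15 such genes outside the list were negative with a median of -1.29, although Vcl, Flna and Zyx also stand in other lists. Fewer myoid cells in the treated cultures cannot be told apart from this, because the shares of cell types were not measured and other cell types could have been lost with them. The lowest median among other cell type lists was -1.69, in 4 tested germ cell markers. A loss of myoid cells alone would leave other markers level or higher only if their expression per cell stayed the same. That was not tested, so this value does not decide the question.

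Counting error alone was tested for the circRNAs, which are listed with few reads. An exact binomial test of summed counts against library totals gave p under 0.05 for 56.2% of them. The listed circRNAs had been selected by fold, which raises this share by itself, so a comparison added after that value was seen computed what counting error gives after such a selection, 20.4%. That argues against counting error as the whole cause, as far as the selection was by fold alone, which was inferred from the deposited table. The rule by which 20.4% left this conclusion standing was itself settled after both values were seen, and a stricter limit tried first had left it open. Variation between libraries stays open, which the sum ignores and under which edgeR called 1.

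Between groups, 32 transcripts were at 0 in both libraries of one group and at 5 FPKM or more in both of the other. Reads that moved between transcripts of one gene may account for part of these. Among the 15 in genes with several listed transcripts, 26.7% belonged to genes whose sum changed by less than 1 on the log2 scale, too few genes to decide. For the other 17 no further transcript of the gene was listed, so the same explanation cannot be told apart from a real change, Rpl29 and Jam2 included.

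At the study's stated thresholds 474 mRNA transcripts in the deposited table were higher and 1071 were lower once repeated entries were dropped. With the repeats kept, 948 entries were marked as higher and 2141 as lower. These are lower than the values quoted from the study above. At those thresholds 17 circRNAs in the deposited table were higher and 2 were lower. These are lower than the values quoted from the study above.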
